# Shoot-to-root mobile CEPD-like 2 integrates shoot nitrogen status to systemically regulate nitrate uptake in *Arabidopsis*

**DOI:** 10.1038/s41467-020-14440-8

**Published:** 2020-01-31

**Authors:** Ryosuke Ota, Yuri Ohkubo, Yasuko Yamashita, Mari Ogawa-Ohnishi, Yoshikatsu Matsubayashi

**Keywords:** Plant development, Plant physiology, Plant signalling

## Abstract

Plants modulate the efficiency of root nitrogen (N) acquisition in response to shoot N demand. However, molecular components directly involved in this shoot-to-root communication remain to be identified. Here, we show that phloem-mobile CEPD-like 2 (CEPDL2) polypeptide is upregulated in the leaf vasculature in response to decreased shoot N status and, after translocation to the roots, promotes high-affinity uptake and root-to-shoot transport of nitrate. Loss of *CEPDL2* leads to a reduction in shoot nitrate content and plant biomass. CEPDL2 contributes to N acquisition cooperatively with CEPD1 and CEPD2 which mediate root N status, and the complete loss of all three proteins severely impairs N homeostasis in plants. Reciprocal grafting analysis provides conclusive evidence that the shoot *CEPDL2*/*CEPD1/2* genotype defines the high-affinity nitrate uptake activity in root. Our results indicate that plants integrate shoot N status and root N status in leaves and systemically regulate the efficiency of root N acquisition.

## Abstract (web summary)

Plants regulate nitrate uptake in roots to meet nitrogen demand in shoots. Here Ota et al. identify CEPDL2, a polypeptide that is induced during nitrogen deficiency in leaves, and show that it moves via the phloem to promote high-affinity nitrate uptake and root-to-shoot nitrate transport.

## Introduction

Nitrogen (N) is an essential macronutrient that plays a crucial role throughout plant development. Most of the inorganic N in natural soils is present as nitrate as a result of microbial nitrification, but soil nitrate availability fluctuates temporally and spatially, depending on soil type and climatic conditions. To cope with such natural N environmental fluctuations, plants have evolved regulatory mechanisms that enable them to modulate the efficiency of root N acquisition in response to external N availability and their internal N status^1,2^. This systemic adaptive response involves mutual communication between distant tissues by means of long-distance signaling, as evidenced by the results of split-root experiments in which N deprivation in one part of the root system led to a compensatory increase in expression of the nitrate transporter gene *NRT2.1* in the non-deprived part^2–4^.

Recent molecular analyses have shown that a starvation-induced 15-amino-acid peptide hormone, CEP (C-terminally encoded peptide), acts as a root-derived ascending N-demand signal to the shoot via the xylem^5^. CEP is recognized in the shoot by the LRR-receptor kinase CEPR1 (CEP receptor 1), leading to the production of the non-secreted ≈100-amino-acid polypeptides CEPD1 (CEP downstream 1) and CEPD2 as secondary signals^6^. CEPD1/2 act as shoot-derived descending signals to the root via the phloem and ultimately upregulate *NRT2.1* expression in the non-deprived roots. Thus, local root N status, which is integrated by the shoots, can be reflected by the nitrate uptake efficiency of distant parts of the root system.

In addition to the N-demand signal originating from N-deprived roots, the plant hormone cytokinin (CK) is thought to communicate rhizosphere N availability to the shoots as an N-supply signal^7^. CK is synthesized in the roots in response to N supply and translocated to the shoots, leading to the promotion of shoot growth. In *Arabidopsis*, as loss of the CK transporter ABCG14—which mediates root-to-shoot translocation of *trans*-zeatin (*t*Z)^8,9^ represses systemic N-demand signaling^10^, integration of the *t*Z content as an N-supply signal in shoots may serve as a developmental checkpoint that ensures N acquisition by upregulating *NRT2.1* expression in roots.

Despite significant progress in understanding the molecular mechanisms governing the integration of root N status, very little is known about how plants integrate shoot N status to systemically regulate N acquisition in roots. Shoot-derived phloem amino acids are often postulated as negative regulators of nitrate uptake, but there are not always positive correlations between the rate of nitrate uptake and the amino acid content of phloem^11^. Indeed, evidence from experiments with split-root systems has suggested that feedback regulation of nitrate uptake can occur independently of any change in the amino acid content of the phloem^12^. The actual shoot-derived signal that regulates root nitrate uptake in response to shoot N status remains to be identified. Here, we report the identification and functional characterization of this long-sought mobile signal. Our findings highlight how plants integrate internal nutritional cues and environmental conditions to optimize their growth and development.

## Results

### Shoot phloem-specific CEPD-like peptides upregulate *NRT2.1*

We previously found that the N status of one part of the root system is communicated to other parts of the root system via root-to-shoot-to-root signaling by ascending CEP family peptides and descending CEPD1 and CEPD2 peptides^5,6^. The latter CEPD1/2 peptides belong to a large family of non-secreted peptides comprising 21 members in *Arabidopsis* (Supplementary Fig. 1a). Currently, these peptides are assigned to the plant-specific class III glutaredoxin family^13^, but from a structural point of view, there is controversy as to whether individual members function in redox regulation^14^.

During the course of molecular analyses of this peptide family, we identified two additional peptides, At2g30540 and At3g62960, that upregulate the expression of *NRT2.1* even under N-replete conditions (10 mM NH_4_^+^, 10 mM NO_3_^–^) when overexpressed (Fig. 1a). Both At2g30540 and At3g62960 are 102-amino-acid non-secreted polypeptides exhibiting high sequence similarity with CEPD1 (86% and 81% identity, respectively) (Supplementary Fig. 1b, c); therefore, we designated these peptides CEPD-like 1 (CEPDL1) and CEPDL2, respectively. Notably, the expression of *NRT2.1* in *CEPDL2*-overexpressing plants (*CEPDL2ox*) increased by more than 25-fold relative to the wild-type (WT) control, a level far higher than that observed in *CEPD1ox* plants (Fig. 1a). Because *NRT2.1* transcription typically is highly repressed in the presence of NH_4_^+^, the effect of *CEPDL2*-overexpression suggests a potentially important role for CEPDL2 in nitrate uptake pathway. We confirmed that the levels of *CEPDL2* transcript were comparable among individual transgenic plants (Supplementary Fig. 1d). Under 10 mM NO_3_^–^ condition (devoid of NH_4_^+^) where basal *NRT2.1* expression level is elevated, induction level of *NRT2.1* in *CEPDL2ox* plants was 2.8-fold relative to the WT control grown under the same conditions (Fig. 1a).

**Fig. 1:**
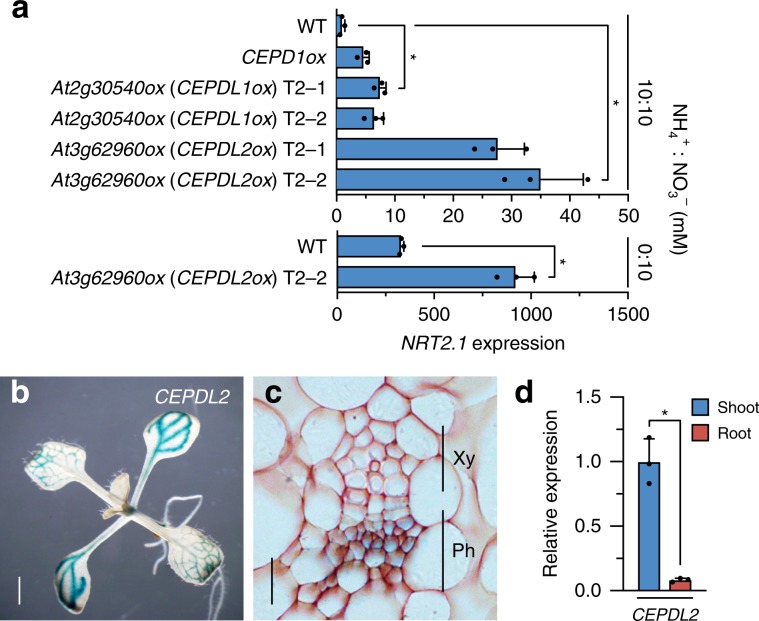
Overexpression of At3g62960 (CEPDL2) highly induces the expression of *NRT2.1*. **a** *NRT2.1* expression levels in the 10-day-old wild-type (WT) plants or transgenic plants overexpressing *At2g30540* (*CEPDL1*) or *At3g62960* (*CEPDL2*) under N-replete (10 mM NH_4_^+^, 10 mM NO_3_^–^) or 10 mM NO_3_^–^ conditions. For each transgene, results from two independent T2 transgenic lines are shown (mean ± SD, *P < 0.05 by two-tailed non-paired Student’s *t* test, *n* = 3). Source data are provided as a Source Data file. **b** Histochemical staining of 10-day-old seedlings transformed with the *CEPDL2pro:GUS* gene. Scale bar = 1 mm. **c** Cross-section of the leaf vascular tissues pictured in **b**. Xy xylem, Ph phloem. Scale bar = 10 µm. **d** qRT-PCR analysis of *CEPDL2* transcripts in the shoots and roots of 7-day-old WT plants cultured on 10 mM NO_3_^–^ condition (*n* = 3).

GUS reporter-aided histochemical analyses revealed that the promoter activity of the *CEPDL2* gene was prominent in the phloem cells in the cotyledons and mature leaves (Fig. 1b, c). qRT-PCR results confirmed that *CEPDL2* transcripts accumulated to prominent levels in the shoots (Fig. 1d). A similar expression pattern was observed for *CEPDL1* (Supplementary Fig. 1e–g). Based on the results of these molecular and histochemical analyses, we postulated that CEPDL peptides, especially CEPDL2, play as yet uncharacterized roles in the systemic regulation, by the shoots, of root nitrate uptake.

### CEPDL2 regulates both uptake and transport of nitrate

*CEPDL2ox* plants develop shorter roots and smaller rosettes compared to WT plants (Supplementary Fig. 2a–c). Genome-wide transcriptome analysis of roots of *CEPDL2ox* plants grown under 10 mM NO_3_^–^ conditions showed that 307 genes were upregulated and 311 downregulated as compared with WT roots (Fig. 2a, Supplementary Data 1). 

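Roots of 10-day-old WT and *CEPDL2ox* plants grown with 10 mM nitrate were sequenced in 3 replicates each, as single-end 75-bp reads. The authors mapped the reads to the TAIR10 genome release and deposited 1 table per replicate. Each table lists 33557 genes with their FPKM (fragments normalized for transcript length and for the number of mapped reads) and gives no read counts. For the comparison below, log2(FPKM + 1) was fitted with limma over the 19597 genes with a mean of at least 1 FPKM over the 6 libraries. The thresholds were those of the paper, an adjusted p under 0.05 (Benjamini-Hochberg) and an absolute log2 fold change above 1. Fold changes on the log2(FPKM + 1) scale understate the change of genes near 1 FPKM. An exact two-sided permutation test of a single gene cannot go below p = 0.10 with 3 replicates against 3. A value given as ± is the SD over the 3 replicates.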

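The overexpressed gene, *CEPDL2* (AT3G62960), lies on chromosome 3 of TAIR10 from 23268710 to 23269324. It had 6.17 ± 3.11 FPKM (SD, n = 3) in WT roots and 8374 ± 446 FPKM (SD, n = 3) in *CEPDL2ox* roots, and its value was far apart in every library (between 3.27 and 9.45 FPKM in WT, between 7948 and 8838 FPKM in *CEPDL2ox*). Its log2 fold change was 10.28 (standard error 0.28, adjusted p = 9.6e-06 from limma). Of the genes tested, 228 were higher and 83 were lower in *CEPDL2ox* roots. Of the fits that each left out one replicate, the count of higher genes moved most, to 154, without *CEPDL2ox* replicate 1, and that of lower genes, to 49, without WT replicate 2. Besides *CEPDL2*, the largest increases were those of AT1G70260, AT2G30670, AT1G60050 and AT5G22390. AT1G70260, annotated as a nodulin MtN21/EamA-like transporter, rose from 1.59 ± 0.567 FPKM (SD, n = 3) to 67.3 ± 4.43 FPKM (SD, n = 3), with a log2 fold change of 4.74 (standard error 0.17, adjusted p = 3.7e-05 from limma). The log2 fold changes of the other three were 4.63, 3.81 and 3.65, and their values in WT were at most 2.88 FPKM in any library. The largest decreases were those of AT5G26620, AT2G28755, *SWEET11* (AT3G48740), *SWEET12* (AT5G23660) and AT3G45180. *SWEET11* had 16.0 ± 1.81 FPKM (SD, n = 3) in WT and 1.00 ± 0.266 FPKM (SD, n = 3) in *CEPDL2ox* (log2 fold change -3.09, standard error 0.16, adjusted p = 0.00015 from limma), and *SWEET12* had a log2 fold change of -2.81 (standard error 0.19, adjusted p = 0.00054 from limma). AT5G26620, AT2G28755 and AT3G45180 are short genes that were listed at 0 in all 3 *CEPDL2ox* libraries. After correction for the relative value of a single read in each library, their WT values stood in ratios of small whole numbers. The ratio was 1 to 1 to 1 for AT2G28755 (9.85, 9.28 and 9.90 FPKM before this correction). The adjusted p of AT5G26620, AT2G28755 and AT3G45180 was 0.0016, 0.00015 and 0.0023 from limma, in a model without counting error.

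**Figure D1:**
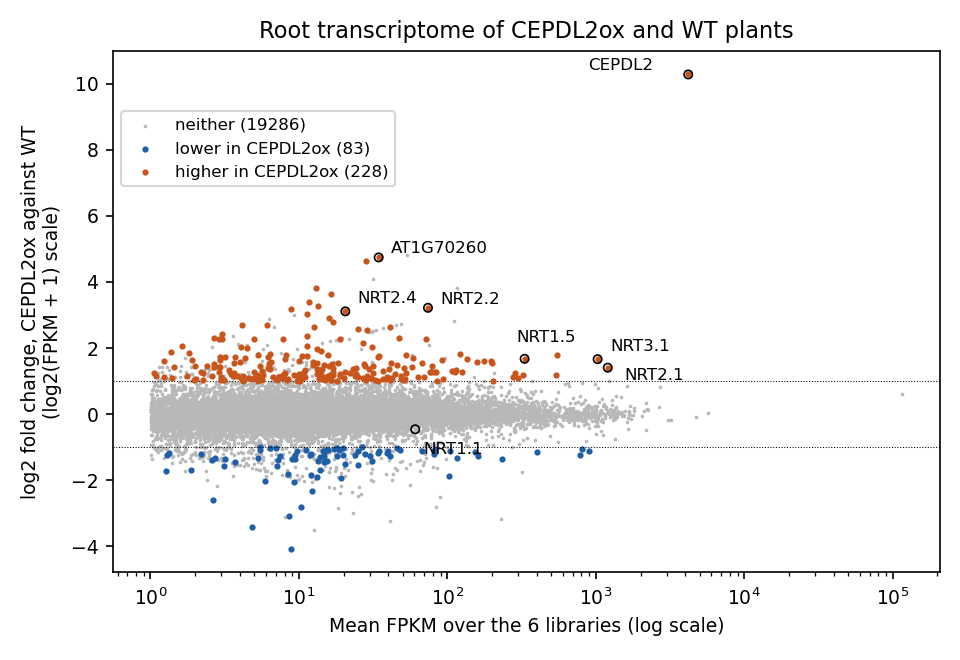
Log2 fold change between CEPDL2ox and WT roots (vertical axis, log2(FPKM + 1) scale) against the mean FPKM over the 6 libraries (horizontal axis, log scale) for the 19597 genes tested, with the 228 higher genes, the 83 lower genes and some named genes marked. The dotted lines stand at log2 fold changes of 1 and -1, and CEPDL2 stands alone at 10.28.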

Gene ontology (GO) analysis of the top 150 upregulated genes (fold-change >2.5) showed highest enrichment in the molecular function “nitrate transporter activity” (Supplementary Fig. 2d). Indeed, the upregulated genes included the nitrate transporter genes such as *NRT2.4*, *NRT2.2*, *NRT3.1*, and *NRT2.1*, all of which are involved in high-affinity nitrate uptake^15–17^, and *NRT1.5*, which loads nitrate into the xylem for root-to-shoot translocation^18^ (Fig. 2b). By contrast, overexpression of *CEPDL2* had no positive effect on expression of the ammonium transporter gene *AMT1.1* or on that of the low-affinity nitrate transporter gene *NRT1.1*. 

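The 150 genes with the largest increases in *CEPDL2ox* roots were taken from the higher genes, and the smallest log2 fold change among them was 1.17. PANTHER and its gene ontology terms were not used here. Instead, genes annotated as nitrate transporters were taken as the set, of which 16 were among the genes tested. Of these 16 genes, 5 were among the 150, which was 40.8 times the share of the set among all genes tested (Fisher's exact test, one-sided, p = 1.0e-07). With a pseudocount of 0.1 the number was 6 (Fisher's exact test, p = 1.4e-09). The set as a whole did not rise, since 8 of the 16 genes had a log2 fold change above 0. Glutaredoxins, the family of *CEPDL2* itself, were the other set tested. Without *CEPDL2*, 7 of 41 tested glutaredoxin genes were among the most increased (22.5 times their share, Fisher's exact test, one-sided, p = 2.3e-08). They were *GRXC8*, *GRXC9*, *GRXC10*, *GRXC11*, *GRXS4*, *GRXS5* and *GRXS10*, with log2 fold changes between 1.47 for *GRXC9* and 2.26 for *GRXC11*. *GRXC11* (AT3G62950) is the neighbour of *CEPDL2* on the chromosome and rose from 0.342 ± 0.349 FPKM (SD, n = 3) to 5.45 ± 1.81 FPKM (SD, n = 3). None of these 7 genes had a 75-base stretch within 2 mismatches of the *CEPDL2* transcript.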

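In FPKM, *NRT2.4* (AT5G60770, chromosome 5 of TAIR10 from 24444396 to 24447026) rose from 3.62 ± 1.67 (SD, n = 3) in WT to 37.5 ± 4.14 (SD, n = 3) in *CEPDL2ox* roots, with a log2 fold change of 3.11 (standard error 0.23, adjusted p = 0.00081 from limma). *NRT2.2* (AT1G08100, chromosome 1 from 2527170 to 2529120) rose from 14.2 ± 6.09 (SD, n = 3) to 133.8 ± 17.0 (SD, n = 3), with a log2 fold change of 3.22 (standard error 0.25, adjusted p = 0.00083 from limma). *NRT2.1* (AT1G08090, chromosome 1 from 2524076 to 2526164), the gene next to it, rose from 662 ± 86.7 (SD, n = 3) to 1744 ± 55.5 (SD, n = 3), with a log2 fold change of 1.40 (standard error 0.10, adjusted p = 0.00072 from limma). The transcripts of *NRT2.1* and *NRT2.2* share 293 stretches of 75 bases that differ by at most 2 bases, which is 17.9% of the stretches of *NRT2.2*, and the authors' mapping could have placed reads of one on the other there. *NRT1.5* (AT1G32450, listed as *NPF7.3*, chromosome 1 from 11715150 to 11719970) rose from 157.2 ± 11.2 (SD, n = 3) to 505 ± 54.4 (SD, n = 3), with a log2 fold change of 1.67 (standard error 0.10, adjusted p = 0.00030 from limma). *NRT3.1* (AT5G50200, chromosome 5 from 20436180 to 20437726) rose from 495 ± 62.1 (SD, n = 3) to 1561 ± 29.4 (SD, n = 3), with a log2 fold change of 1.66 (standard error 0.10, adjusted p = 0.00028 from limma). In each of these 5 genes the 3 *CEPDL2ox* values lay above the 3 WT values (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). With each replicate left out in turn, the log2 fold change stayed between 2.90 and 3.39 for *NRT2.4*, between 2.99 and 3.52 for *NRT2.2* and between 1.31 and 1.50 for *NRT2.1*. The paper counts *NRT2.1*, *NRT2.2*, *NRT2.4* and *NRT3.1* as genes of high-affinity uptake and *NRT1.5* as the gene that loads nitrate into the xylem.

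**Figure D2:**
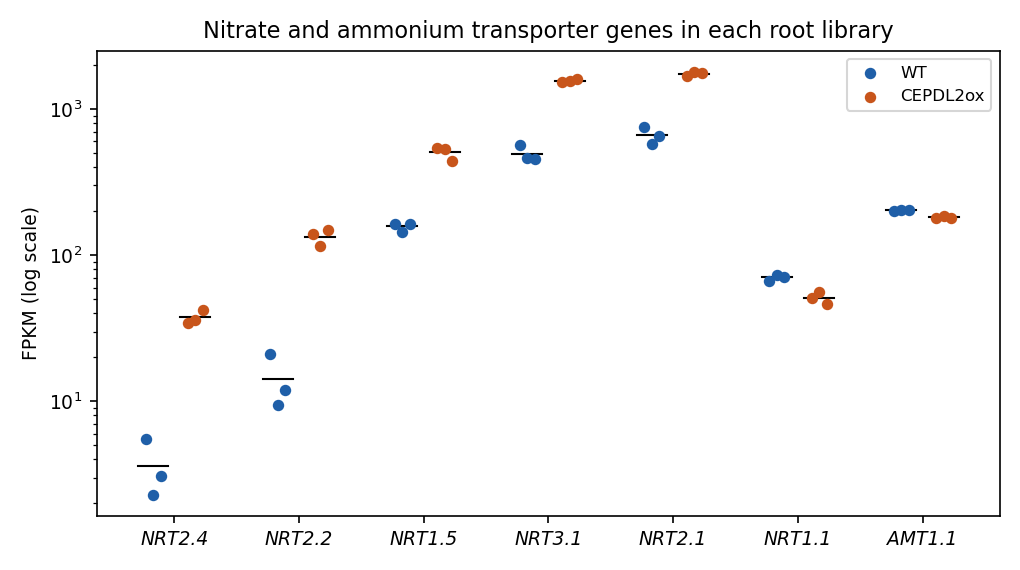
FPKM (vertical axis, log scale) of nitrate and ammonium transporter genes in each of the 3 WT and 3 CEPDL2ox root libraries, with 1 point per library and a bar at the mean. The 3 CEPDL2ox points of NRT2.4, NRT2.2, NRT1.5, NRT3.1 and NRT2.1 lie above the 3 WT points, and those of NRT1.1 and AMT1.1 lie below them.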

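*AMT1.1* (AT4G13510), whose position in the tables overlaps another gene, had 203 ± 1.96 FPKM (SD, n = 3) in WT and 181.8 ± 3.15 FPKM (SD, n = 3) in *CEPDL2ox* roots. Its log2 fold change was -0.16 (standard error 0.06, adjusted p = 0.17 from limma), a decrease that did not pass the threshold although the 3 values of each group did not overlap. *NRT1.1* (AT1G12110, chromosome 1 of TAIR10 from 4105233 to 4109545) had 70.4 ± 3.55 FPKM (SD, n = 3) in WT and 51.0 ± 5.02 FPKM (SD, n = 3) in *CEPDL2ox* roots. Its log2 fold change was -0.46 (standard error 0.09, adjusted p = 0.031 from limma), which lies under the paper's fold threshold. The adjusted p of *NRT1.1* rose above 0.05 in 5 of the 6 fits that each left out one replicate and in the fit without an intensity trend, and its log2 fold change stayed between -0.53 and -0.39 with each replicate left out.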

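Supplementary Fig. 2e shows *EF1a* (AT5G60390), *ACT2* (AT3G18780), *TUB2* (AT5G62690) and *UBQ4* (AT5G20620) in the same roots. *EF1a* had 1753 ± 110.0 FPKM (SD, n = 3) in WT and 1472 ± 124 FPKM (SD, n = 3) in *CEPDL2ox* roots, with a log2 fold change of -0.25 (standard error 0.09, adjusted p = 0.15 from limma). *ACT2* had 700.2 ± 41.1 FPKM (SD, n = 3) and 695 ± 32.6 FPKM (SD, n = 3), with a log2 fold change of -0.01 (standard error 0.08, adjusted p = 0.95 from limma), which is within the spread between replicates. *TUB2* had a log2 fold change of -0.17 and *UBQ4* of 0.21 (adjusted p = 0.19 and 0.12 from limma). No fold change of these 4 genes passed the threshold, and the values of *EF1a*, *TUB2* and *UBQ4* did not overlap between the groups (exact permutation test, two-sided, p = 0.10 for each). Of the 75-base stretches of the *TUB2* transcript, 15.2% occur without a mismatch in AT5G62700, so reads could have been split between these genes.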

The expression of the representative reference genes was stable in plants with and without *CEPDL2* overexpression (Supplementary Fig. 2e).

**Fig. 2:**
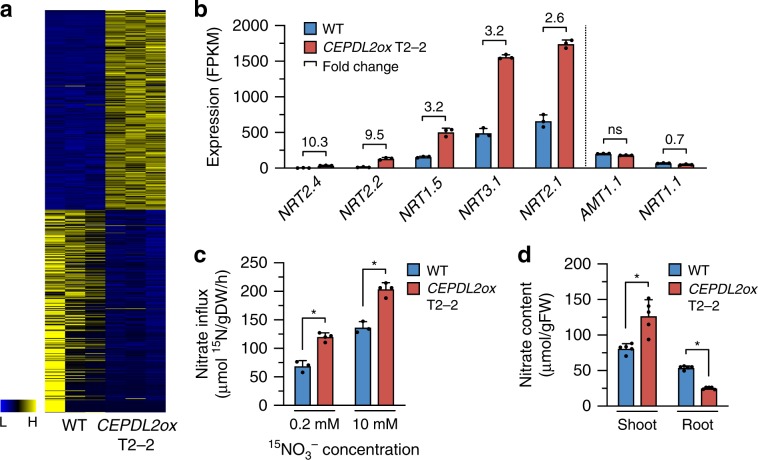
CEPDL2 regulates both high-affinity uptake and root-to-shoot transport of nitrate. **a** Heatmap showing signal intensities of differentially expressed genes in three replicates each of 10-day-old WT and *CEPDL2ox* plant roots. **b** Nitrate transporter genes upregulated in roots of *CEPDL2ox* plants (*n* = 3). **c** Nitrate uptake activity of 10-day-old WT and *CEPDL2ox* plant roots, as determined by ^15^NO_3_^–^ influx at 0.2 mM and 10 mM (n = 4). **d** Nitrate content in shoots and roots of 16-day-old WT and *CEPDL2ox* plants (*n* = 5).

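The genes the paper lists as differentially expressed in Supplementary Data 1 were followed through the 6 libraries. For each gene, log2(FPKM + 1) was taken relative to the gene's mean over the libraries. For the listed upregulated genes, the median of these values lay between -0.65 and -0.58 in the 3 WT libraries and between 0.59 and 0.63 in the 3 *CEPDL2ox* libraries. For the listed downregulated genes, the median was 1.09 in WT replicate 1, 0.36 in WT replicate 2 and 0.04 in WT replicate 3, and lay between -0.79 and -0.42 in the *CEPDL2ox* libraries. WT replicate 1 had the highest value of the 6 libraries in 204 of the listed downregulated genes, WT replicate 2 in 89 and WT replicate 3 in 15. The spread between the WT replicates was therefore larger for the downregulated than for the upregulated genes. Nuclear genes of photosystem, light-harvesting and Rubisco small subunit proteins made up 41 of the listed downregulated genes and none of the listed upregulated genes. Of the 77 tested genes of this kind, 70 had a log2 fold change below 0, with a median of -1.14. None of the 77 was among the genes found lower here, 1 had an adjusted p under 0.05 from limma and 29 had an unadjusted limma p under 0.05. Of all 311 listed downregulated genes, 301 had a log2 ratio of mean FPKM under -1 with all 6 libraries, 162 without WT replicate 1, 270 without WT replicate 2 and 298 without WT replicate 3.

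**Figure D3:**
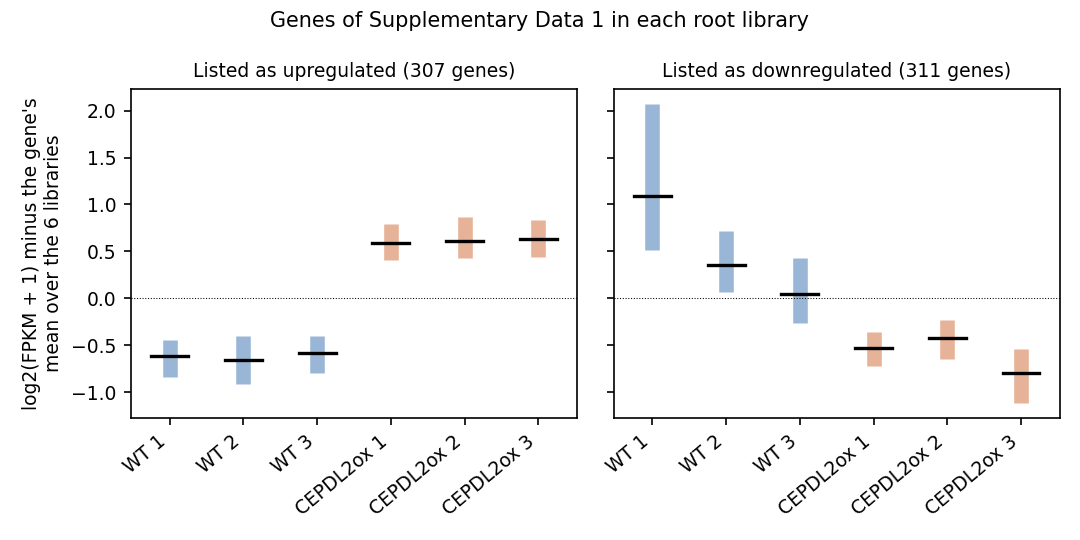
Log2(FPKM + 1) of the genes listed in Supplementary Data 1, relative to each gene's mean over the 6 libraries (vertical axis), in each WT and CEPDL2ox root library (horizontal axis). Black lines are medians and coloured bars span the quartiles over genes; for the listed downregulated genes the median falls from 1.09 in WT replicate 1 to 0.04 in WT replicate 3.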

To verify further the function of CEPDL2, we measured root nitrate influx of *CEPDL2ox* plants at 0.2 and 10 mM ^15^NO_3_^−^ external concentrations to discriminate between the activities of the high- and low-affinity nitrate transport systems (HATS and LATS, respectively). The HATS provides a capacity for nitrate uptake at low (<0.5 mM) external nitrate concentration, whereas the LATS allows transport at high (>0.5 mM) external nitrate concentrations. When incubated in 0.2 mM ^15^NO_3_^−^, *CEPDL2ox* plants showed a 1.6-fold higher level of HATS activity than that in WT plants (Fig. 2c). In contrast, when LATS activity was calculated as the difference between root ^15^NO_3_^−^ influx measured at 10 and 0.2 mM, no significant difference was observed between the *CEPDL2ox* plants and WT plants, indicating that CEPDL2 preferentially regulates the high-affinity nitrate uptake system in roots (Supplementary Fig. 2f).

Analysis of tissue nitrate content in *CEPDL2ox* plants confirmed that shoot nitrate content was increased 1.4-fold compared to that of the WT (Fig. 2d). Importantly, the root nitrate content of *CEPDL2ox* plants was only 47% of WT plants despite the elevated HATS activity in the roots. This result was interpreted as a consequence of increased loading of nitrates into the xylem following *NRT1.5* upregulation. Shoot nitrate reductase (NR) activity, which is rate limiting in the early steps of the nitrate assimilation pathway, was comparable in *CEPDL2ox* and WT plants (Supplementary Fig. 2g). These results strongly suggest that CEPDL2 acts in a pathway regulating both high-affinity uptake and root-to-shoot transport of nitrate.

### *CEPDL2* expression is directly regulated by shoot N status

Based on the assumption that CEPDL2 functions as a leaf-derived systemic signal that regulates root function, we examined how the expression of *CEPDL2* is regulated in terms of N homeostasis and environmental adaptation in plants. We previously showed that when roots are subjected to N starvation, *CEPD1/2* are upregulated in shoots in a CEPR1-dependent manner, indicating that descending CEPD1/2 signals exclusively reflect ascending CEP-mediated root N status^6^. From a similar point of view, we tested whether *CEPDL1* and *CEPDL2* are responsive to N deficiency in WT and *cepr1-1* mutant plants. When plants were cultivated on N-replete medium (10 mM NH_4_^+^, 10 mM NO_3_^–^) for 14 days and then transferred to N-depleted medium (0 mM NH_4_^+^, 0 mM NO_3_^–^) for 24 h, we found that expression of *CEPDL2*, but not that of *CEPDL1*, was markedly induced in shoots independent of CEPR1 (Supplementary Fig. 3a). This observation raised two possibilities: (i) *CEPDL2* responds to root N status–mediating signal(s) other than CEP family peptides, or (ii) *CEPDL2* is directly regulated by shoot N status.

To distinguish between the abovementioned possibilities, we examined whether *CEPDL2* is induced in detached shoots in which nutrients are directly applied through the cut hypocotyl. These conditions eliminated the influence of root-derived factors on leaf gene expression. We observed that when detached shoots experienced N starvation for 24 h, *CEPDL2* was highly induced in the leaves of both WT and *cepr1-1* plants (Fig. 3a). *CEPDL2* also was induced in the detached shoots of *cepr2-1* and *cepr1-1 cepr2-1* plants at levels comparable to those in WT (Supplementary Fig. 3b). *CEPDL2* expression in the detached shoots was repressed by supplementing the medium with nitrate, ammonium, or glutamine at 10 mM, indicating that nitrate and its metabolites play a feedback role in regulating *CEPDL2* expression (Supplementary Fig. 3c).

**Fig. 3:**
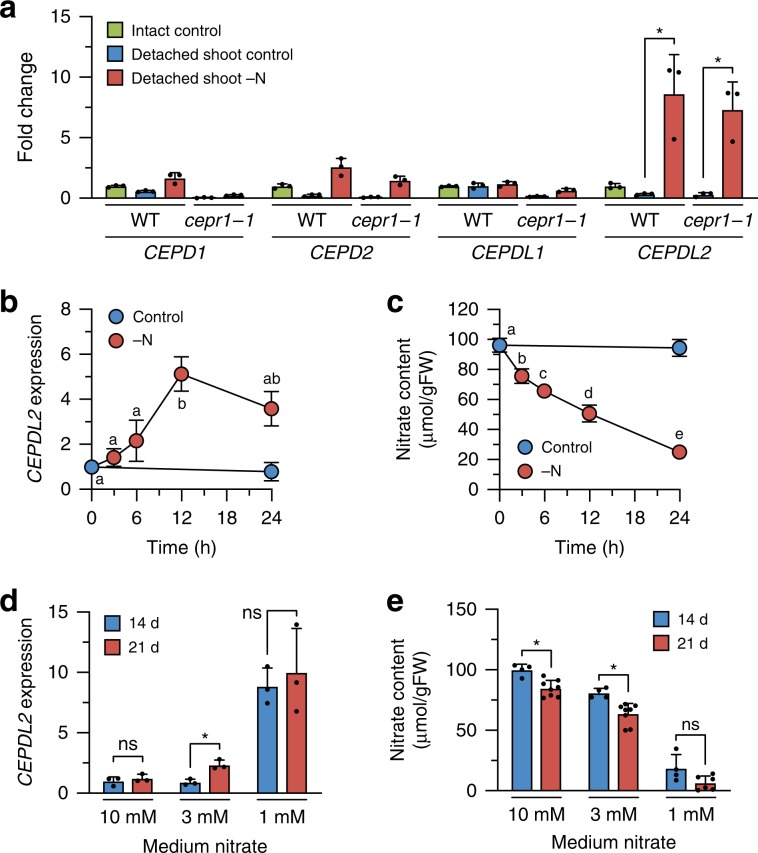
*CEPDL2* expression is directly regulated by the N status of the shoots. **a** qRT-PCR analysis of *CEPD1/2* and *CEPDL1/2* transcripts in the detached leaves of 12-day-old WT and *cepr1-1* plants after N starvation for 24 h (*n* = 3). **b** Changes in *CEPDL2* transcript levels in WT shoots subjected to N starvation for up to 24 h (*n* = 3). Different letters indicate statistically significant differences (*P* < 0.05, one-way ANOVA, *n* = 4). **c** Changes in nitrate content in WT shoots subjected to N starvation for up to 24 h (*n* = 4). **d** Levels of *CEPDL2* transcripts in WT shoots grown for 14 or 21 days under various nitrate conditions (*n* = 3). **e** Nitrate content in WT shoots grown under various nitrate conditions (*n* = 8).

The regulation of *CEPDL2* expression by shoot N status also was analyzed in terms of tissue nitrate content. When 14-day-old WT seedlings grown on NO_3_^–^-rich medium (10 mM NO_3_^–^) were transferred to N-deficient medium (0 mM NO_3_^–^), the level of *CEPDL2* expression increased between 6 and 12 h after the onset of N starvation, accompanied by a pronounced decrease in shoot nitrate content (Fig. 3b, c). In contrast, when WT seedlings that were pre-incubated under N-deficient conditions for 24 h were transferred to NO_3_^–^-rich medium, *CEPDL2* expression was downregulated 3 h after treatment, accompanied by the recovery of shoot nitrate content (Supplementary Fig. 3d, e). These results indicated that CEPDL2 expression is directly and reversibly regulated by the N status of the shoots.

In contrast to the case with *CEPDL2*, N starvation had no effect on *CEPDL1* expression, although *CEPDL1* overexpression led to *NRT2.1* upregulation in roots (Figs. 1a and 3a). As *CEPDL1* was nonresponsive to CEP^6^, *CEPDL1* likely plays a role in regulating nitrate uptake but acts via a pathway other than that mediating the short-term response to N starvation.

We further analyzed the temporal expression patterns of *CEPDL2* in WT plants grown in the presence of various nitrate concentrations. Under NO_3_^–^-rich conditions (10 mM NO_3_^–^), expression of *CEPDL2* remained at the basal level at both 14 and 21 days after germination, timepoints that correspond to high levels of nitrate content (>80 µmol/gFW) in plant shoots (Fig. 3d, e). The slightly decreased nitrate levels at 21 days relative to those in the 14-day plants could have been due to high N demand in the late vegetative stage (Fig. 3e). In contrast, when the medium NO_3_^–^ concentration was lowered to 3 mM, the *CEPDL2* transcript level increased 2.3-fold by 21 days. The shoot nitrate content decreased to 63.6 µmol/gFW under these conditions. Under NO_3_^–^-limited conditions (1 mM NO_3_^–^), shoot nitrate content decreased further at both 14 and 21 days (<20 µmol/gFW). In response to this low N status in shoots, *CEPDL2* was upregulated more than sixfold at both 14 and 21 days. These results indicated that the levels of *CEPDL2* expression are inversely proportional to the shoot nitrate content, which varies based on the NO_3_^–^ concentration in the medium and growth stage of the plants.

### Loss of *CEPDL2* impairs nitrate acquisition and plant growth

Next, we investigated how the loss of CEPDL2 affects root nitrate uptake and plant growth. Because no T-DNA insertion mutant was available for the *CEPDL2* gene, we constructed a *cepdl2-1* deletion mutation using the CRISPR/Cas9 system and obtained two independent lines carrying the same 26-bp deletion that leads to a predicted frame shift (Supplementary Fig. 4a).

We cultured WT and *cepdl2-1* mutant plants on medium containing 10 mM, 3 mM or 1 mM NO_3_^–^ for 14 or 21 days, and then analyzed their phenotypes with respect to fresh weight and nitrate uptake activity. Under all NO_3_^–^ conditions, the *cepdl2-1* mutant displayed reduced shoot biomass at 21 days, accompanied by stunted leaves, symptoms that are similar to those resulting from N deficiency (Fig. 4a, b). On the culture medium containing 10 mM NO_3_^–^, a condition under which *CEPDL2* expression remained at the basal level (Fig. 3d), the fresh weight of *cepdl2-1* mutant was only 65.9% of that of WT plants at 21 days, suggesting that a basal level of CEPDL2 is needed for optimal shoot growth. On the medium containing 3 mM NO_3_^–^, a condition under which *CEPDL2* is upregulated at 21 days due to a decrease of nitrate content in the shoots (Fig. 3d, e), the fresh weight of *cepdl2-1* mutant plants was even lower, 57.5% of that of WT plants, indicating that CEPDL2 has a greater impact on shoot growth in the late vegetative phase under intermediate levels of rhizosphere N availability (Fig. 4b). This *cepdl2-1* phenotype was reproduced when plants were grown in vermiculite with nutrient solutions containing 3 mM NO_3_^–^ in the absence of sucrose (Supplementary Fig. 4b). When medium NO_3_^–^ was decreased to 1 mM, the fresh weight of *cepdl2-1* mutant plants was 76.0% of that of WT plants. Under NO_3_^–^-limiting conditions, the CEPD1/2 pathway is also upregulated in response to low N-status in the roots (Supplementary Fig. 4c), thus likely leading to a less pronounced phenotype in the *cepdl2-1* mutant.

**Fig. 4:**
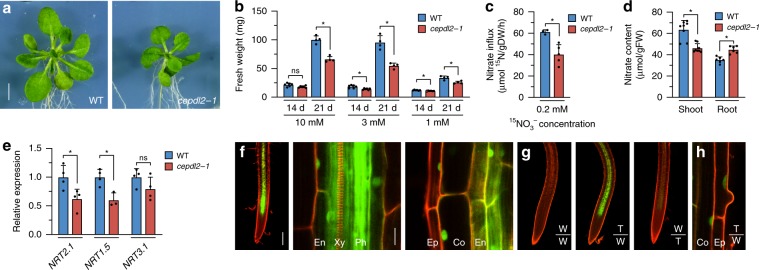
CEPDL2 functions as a shoot-to-root mobile signal and its loss results in impaired nitrate acquisition. **a** Phenotypes of 21-day-old WT and *cepdl2-1* plants grown on NO_3_^–^-rich medium (10 mM NO_3_^–^). Scale bar = 5 mm. **b** Fresh weight of shoots of WT and *cepdl2-1* plants grown under various NO_3_^–^ conditions. Shoots were harvested at 14 or 21 days of culture (*n* = 6). **c** Reduction in HATS activity in 21-day-old *cepdl2-1* roots (*n* = 5). **d** Nitrate content in shoots and roots of 21-day-old WT and *cepdl2-1* plants (n = 6). **e** qRT-PCR analysis of *NRT2.1*, *NRT1.5* and *NRT3.1* transcripts in the roots of 21-day-old WT and *cepdl2-1* plants grown under 3 mM NO_3_^–^ condition (*n* = 4). **f** Detection of GFP-CEPDL2 signals in the root vascular region of 9-day-old WT plants expressing *GFP-CEPDL2* (left, scale bar = 200 µm) and its enlarged views (center and right, scale bar = 20 µm). Ep epidermis, Co cortex, En endodermis, Ph phloem, Xy xylem. **g** Detection of GFP-CEPDL2 signals in the root vascular region of reciprocally grafted plants. W wild-type plants, T transgenic plants expressing GFP-CEPDL2. **h** Enlarged view of roots of grafted plants in the T/W scion/rootstock combination.

Consistent with the growth phenotypes of the *cepdl2-1* mutant, HATS activity was significantly decreased in *cepdl2-1* mutant roots, with HATS activity falling to 65.8% of that of WT plants (Fig. 4c). Reduction in HATS activity is known to affect shoot growth under the millimolar NO_3_^–^ conditions as well as under micromolar range when grown in agar medium^19^. The root fresh weight of *cepdl2-1* mutant plants also was reduced compared to that of WT, whereas the primary root length was comparable between WT and *cepdl2-1* mutant plants (Supplementary Fig. 4d, e).

Complementation of the *cepdl2-1* mutant with *GFP-CEPDL2* reversed the shoot fresh weight and nitrate uptake activity to levels like those in the WT plants, confirming that these phenotypes are caused by loss of function of *CEPDL2* and that CEPDL2 is functional even when N-terminally fused to GFP (Supplementary Fig. 4f–h). The *cepdl2-1* plants also exhibited a reduction in both nitrate content and total N content in shoots at 21 days (Fig. 4d, Supplementary Fig. 4i). Importantly, the nitrate content in *cepdl2-1* roots was higher than that in WT roots (Fig. 4d). Combined with the observation that *cepdl2-1* mutant plants exhibited decreased expression of *NRT2.1* and *NRT1.5* (61.9% and 60.0% of the WT levels, respectively), we concluded that CEPDL2 positively regulates both high-affinity uptake and root-to-shoot transport of nitrate (Fig. 4e).

### CEPDL2 functions as a shoot-to-root mobile signal

When a *GFP-CEPDL2* construct driven by the native *CEPDL2* promoter was introduced into WT plants, we observed GFP-CEPDL2 signals in the root vascular region (Fig. 4f). A closer view showed that GFP-CEPDL2 fluorescence localized predominantly in phloem cells but also in the endodermal, cortical, and epidermal cell layers. At the subcellular level, GFP-CEPDL2 localized in both the nucleus and cytoplasm in the endodermis, and notably, the fusion protein appeared to be more specifically confined to the nucleus in the cortex and epidermis (Fig. 4f). This nuclear localization pattern was specific to the fusion protein, differing from the pattern exhibited by the free-GFP control (Supplementary Fig. 4j).

We also performed reciprocal grafting between GFP-CEPDL2 and WT seedlings. When GFP-CEPDL2 scions were grafted onto WT rootstocks by hypocotyl-to-hypocotyl grafting, we observed accumulation of GFP-CEPDL2 signals in roots (Fig. 4g). No or only faint GFP signals were visible in roots when WT scions were grafted onto GFP-CEPDL2 rootstocks, in agreement with shoot-preferential *CEPDL2* expression (Fig. 1b–d). It should be noted that GFP-CEPDL2 was transported from the phloem to the surrounding endodermal, cortical, and epidermal cell layers even when GFP-CEPDL2 scions were grafted onto WT rootstocks (Fig. 4h). Collectively, these results indicate that the CEPDL2 polypeptide functions as a graft-transmissible phloem-mobile signal from the shoots to roots.

### *t*Z-cytokinins are required for maximal induction of *CEPDL2*

The *t*Z-type CK, which is synthesized in N-replete roots and translocated to the shoots, is thought to communicate rhizosphere N availability to the shoots as an N-supply signal^7^. To determine if a decrease in *t*Z level in the shoots affects *CEPDL2* expression, we analyzed the levels of *CEPDL2* expression in an *abcg14* mutant defective in root-to-shoot translocation of *t*Z 24 h after transfer from N-replete to N-depleted medium. We observed that *CEPDL2* was induced even in the *abcg14* mutant after N deprivation, but the expression level was only 51% of that in the WT, suggesting that *t*Z-type CK is required for maximal induction of *CEPDL2* in shoots (Supplementary Fig. 4k). Importantly, loss of *ABCG14* caused a more drastic reduction in *CEPD1/2* levels after N deprivation, despite substantial upregulation of upstream CEP signaling, which explains the loss of systemic N-demand signaling in the *abcg14* mutant (Supplementary Fig. 4l)^10^.

### CEPDL2 regulates N acquisition together with CEPD1/2

To investigate further how the loss of CEPD1/2 and CEPDL2 polypeptides affects root nitrate uptake and plant growth, we cultured WT, *cepd1,2* double-, and *cepd1,2 cepdl2* triple-mutant plants on medium containing 10 mM, 3 mM or 1 mM NO_3_^–^ for 17 days (before bolting of multiple mutants). Under all NO_3_^–^ conditions, the *cepd1,2 cepdl2* triple mutant displayed severely reduced shoot biomass characterized by smaller rosettes compared with both WT and *cepd1,2* double mutant (Fig. 5a, Supplementary Fig. 5a). In medium with 3 mM NO_3_^–^, the fresh weight of *cepd1,2* double-mutant and *cepd1,2 cepdl2* triple-mutant shoots was 64.5 and 26.2% of that of WT plants, respectively. These double and triple mutants also exhibited a significant reduction in nitrate content in shoots (decreases of 52.4% and 12.6%, respectively), accompanied by an early-flowering phenotype at 21 days that is often induced by N deprivation (Supplementary Fig. 5b, c). In accordance with these shoot phenotypes of the *cepd1,2 cepdl2* triple mutant, high-affinity influx of ^15^NO_3_^–^ (HATS activity) in the triple-mutant root declined to only 53.2% of that of WT, accompanied by reductions in *NRT2.1* and *NRT3.1* gene expression (30.3 and 63.7% of WT, respectively) (Fig. 5b, c). Total N content of the triple-mutant shoot was 56.4% that of WT (Supplementary Fig. 5d). Complementation of the *cepd1,2 cepdl2* triple mutant with *GFP-CEPDL2* restored shoot fresh weight to the level obtained in the *cepd1,2* double-mutant plants (Supplementary Fig. 5e).

**Fig. 5:**
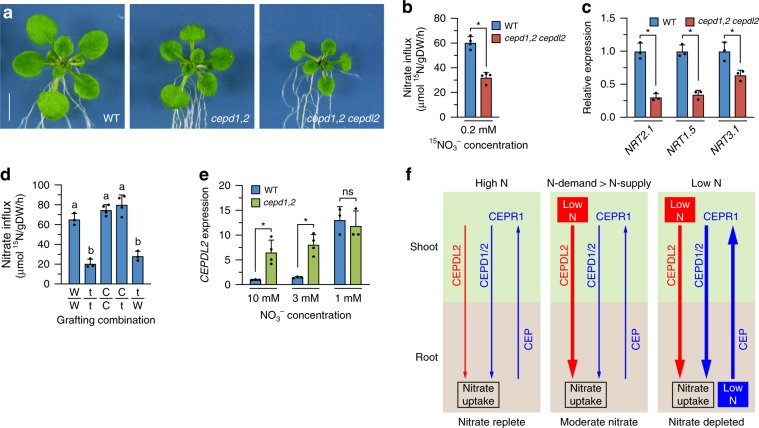
The CEPDL2 and CEPD1/2 act together from shoots to systemically regulate root nitrate acquisition. **a** Phenotypes of 17-day-old WT and multiple-mutant plants grown on 3 mM NO_3_^–^ medium. Scale bar = 5 mm. **b** Reduction in HATS activity in *cepd1,2 cepdl2* triple-mutant roots (*n* = 4). **c** qRT-PCR analysis of *NRT2.1*, *NRT1.5* and *NRT3.1* transcripts in the roots of 17-day-old WT and *cepd1,2 cepdl2* triple-mutant plants (*n* = 4). **d** HATS activity in the root of reciprocally grafted plants. W wild type, *t* *cepd1,2 cepdl2* triple mutant, C *cepd1,2 cepdl2* triple mutant complemented with *GFP-CEPDL2* (*n* = 3). **e** qRT-PCR analysis of *CEPDL2* transcripts in the leaves of 17-day-old WT and *cepd1,2* mutant plants grown under 3 mM NO_3_^–^ condition (*n* = 4). **f** The emerging model of systemic regulation of nitrate acquisition by CEPDL2 and CEPD1/2 signaling. Thickness of arrows indicates strength of signal.

In contrast to these defects in root HATS activity and shoot nitrate content, we again observed that nitrate content and total N content in *cepd1,2 cepdl2* triple-mutant roots were comparable to those of WT plants (Supplementary Fig. 5b, d). This result is inferred to be a consequence of decreased loading of nitrate into the xylem by substantial downregulation of *NRT1.5* in the triple mutant (34.4% of WT) (Fig. 5c). Based on these collective results, we concluded that CEPD1/2 and CEPDL2 regulate both high-affinity uptake and root-to-shoot transport of nitrate.

The *cepd1/2 cepdl1/2* quadruple mutant displayed further reduced rosette development characterized by pale-green coloration of the leaves and early flowering (Supplementary Fig. 5a, f). Complementation with a *CEPDL1* genomic fragment restored shoot fresh weight to the level obtained in the *cepd1,2 cepdl2* triple mutant, confirming that this phenotype is caused by loss of function of *CEPDL1* (Supplementary Fig. 5g). Root HATS activity and shoot nitrate content of the quadruple mutant were only 23.9% and 3.0% of those of WT plants, respectively (Supplementary Fig. 5b, h). These results indicate that CEPDL1 also plays a regulatory role in N acquisition, a role that is redundant with those of CEPD1/2 and CEPDL2, even though *CEPDL1* transcript levels do not exhibit a short-term response to N starvation.

### Shoot *CEPDL2/CEPD1/2* genotype defines root HATS activity

Reciprocal grafting analysis of WT, *cepd1,2 cepdl2* triple mutant and *cepd1,2 cepdl2* triple mutant complemented with *GFP-CEPDL2* provided further evidence that the shoot genotype defines the root HATS activity. When GFP-CEPDL2-complemented scions were grafted onto triple-mutant rootstocks, HATS activity of the rootstocks recovered to levels comparable to those of the parental complemented lines, even though the rootstocks themselves expressed no *CEPDL2* (Fig. 5d). Shoot fresh weight was comparable to that of complemented plants (Supplementary Fig. 5i). In contrast, when *cepd1,2 cepdl2* triple-mutant scions were grafted onto WT rootstocks, HATS activity of the WT rootstocks decreased to the level of the triple mutant. These results indicate that CEPDL2 (and CEPD1/2) peptides expressed in the shoots are responsible for the systemic regulation of high-affinity nitrate uptake in roots.

### CEPDL2 acts in a compensatory manner to CEPD1/2

We also examined whether CEPDL2 acts in a compensatory manner to CEPD1/2, which systemically regulate *NRT2.1* expression depending on root N status. Given that CEPDL2 is regulated by shoot N status, disruption of the CEPD1/2 pathway, which causes downregulation of nitrate uptake, should lead to compensatory upregulation of *CEPDL2* expression. To test this hypothesis, we analyzed the level of *CEPDL2* expression in shoots in the *cepd1,2* double mutant. When the mutant plants were cultured on 10 mM NO_3_^–^ medium for 17 days (before bolting), *CEPDL2* expression was upregulated 7.2-fold compared with that in WT plants, even though the medium nitrate concentration was high (Fig. 5e). Under 3 mM NO_3_^–^ conditions, in which basal *CEPDL2* expression in WT plants was elevated 1.5-fold compared with that in WT plants cultured on 10 mM NO_3_^–^, we observed that *CEPDL2* expression was upregulated 6.0-fold in the *cepd1,2* double mutant compared with that in WT plants grown under the same conditions. When medium NO_3_^–^ was further reduced to 1 mM, at which basal *CEPDL2* expression in WT plants was elevated more than 10-fold, no additional *CEPDL2* induction was detected in the *cepd1,2* mutant, suggesting saturation of the response. Collectively, these results indicate the existence of a dual system for regulating root nitrate uptake, in which the CEPD1/2 and CEPDL2 pathways function together to fine-tune expression of the nitrate transporters in response to fluctuations in the root N environment and shoot N status.

## Discussion

In conclusion, we propose that CEPDL2 is a shoot-derived descending signal that regulates both high-affinity uptake and root-to-shoot transport of nitrate in response to shoot N status. The emerging model of systemic regulation of nitrate acquisition by CEPDL2 and CEPD1/2 is as follows (Fig. 5f). (I) When roots are grown in a nitrate-replete environment and take up sufficient N to meet shoot N demand, the activity of both the CEPDL2 and CEPD1/2 pathways is maintained at basal levels. Note that because shoot fresh weight of the *cepd1,2 cepdl2* triple mutant was as low as 21.6% of that in WT plants in the presence of 10 mM NO_3_^–^ (Supplementary Fig. 5a), basal level activation of these pathways is critical for nitrate acquisition even in nitrate-replete environments. (II) Even when plants are grown under nitrate-replete or -moderate conditions, *CEPDL2* is upregulated when the root N uptake is insufficient to meet the N demand of shoots. This compensatory upregulation of *CEPDL2* was prominent in the *cepd1,2* mutant (Fig. 5e) and in WT plants grown at 3 mM NO_3_^–^ in the late vegetative phase (21 days), a phase in which shoot N demand is high (Fig. 3d). Indeed, the reduction in shoot fresh weight of the *cepdl2-1* mutant was most pronounced at 21 days on medium containing 3 mM NO_3_^–^ (Fig. 4b). (III) When roots are subjected to nitrate-limited conditions and cannot take up sufficient nitrate to meet shoot N demand, both the CEPDL2 and CEPD1/2 pathways are highly upregulated (Fig. 3d, Supplementary Fig. 4c). As plants adapt to the low N conditions by reducing the shoot size (Fig. 4b), the net output of descending signals produced in the leaf phloem cells varies as a function of gene expression and corresponding leaf area. The magnitude of CEPDL2 and CEPD1/2 signaling appears to be tightly balanced between environmental N availability, the plant’s own N status, and the shoot/root ratio.

*CEPDL2* expression in the detached shoots was repressed by supplementing the medium with nitrate, ammonium, or glutamine, indicating that nitrate and its metabolites play a feedback role in regulating *CEPDL2* expression (Supplementary Fig. 3c). However, there is still an open question as to how plants sense their N status^11^. Several lines of evidence suggest that candidates of the N sensory systems include pathways that have been described in yeast or other organisms such as the target of rapamycin (TOR) pathway^20^, the plastidic PII-dependent pathway^21^, and the family of glutamate receptor-like (GLR) proteins^22^. However, despite progress in elucidating the function and mode of action of these signaling systems, there is still much uncertainty about the extent to which these systems contribute to how plants monitor their N status^11^. The mechanism for inducing *CEPDL2* in response to shoot N status remains an intriguing question that will need to be addressed in future work.

We also found that *t*Z-type CK, the predominant form of CK in xylem sap, is required in shoots for maximal induction of *CEPDL2* and *CEPD1/2* expression (Supplementary Fig. 4k). *t*Z-type CK is synthesized in roots in response to N supplementation, and thus, it is thought to communicate rhizosphere N availability to the shoots as an N-supply signal^7^. Considering the cost-benefit tradeoffs associated with the N-acquisition system, it is plausible that *t*Z-mediated N-supply signaling is a prerequisite for upregulation of CEPDL2 and CEPD1/2 signaling that ultimately promotes nitrate acquisition. Taken together, our results depict a sophisticated regulatory system in which the mature leaves of shoots integrate shoot N status, root N status, and rhizosphere N availability and compute the optimal level of root N acquisition to adapt to natural fluctuations in N availability. Given the relatively simple structural organization of plant bodies, it is surprising that such a convergent long-distance signaling mechanism evolved.

## Methods

### Plant materials and growth conditions

*Arabidopsis thaliana* ecotype Nössen was used as WT, except for overexpression analysis of *CEPDL*s, in which Col ecotype was used as WT. The *cepr1-1*, *cepr2-1*, *cepr1-1 cepr2-1*, and *cepd1-1 cepd2-1* mutants (Nössen background) were described previously^5,6^. The *cepdl1-1* mutant was obtained from the RIKEN *Arabidopsis* transposon mutant collection (pst10389, Nössen background)^23^. The *cepdl2-1* mutant was generated using a CRISPR/Cas9 system. The gRNA sequence ATGAGAATGTCATCGGAGAA was cloned into pKIR1.0^24^, and directly transformed into the *cepd1-1 cepd2-1* double mutant. 

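In the TAIR10.1 reference genome of Col-0, the gRNA sequence matches the plus strand of chromosome 3 from 23268792 to 23268811 without a mismatch and is followed by AGG as the PAM. The site lies in *CEPDL2* (AT3G62960), whose annotated gene spans 23268641 to 23269324 in a single exon on the plus strand. Its coding sequence runs from 23268780 to 23269088 (309 bases, 102 amino acids), and the gRNA covers bases 13 to 32 of it. The reference sequence from 23268762 to 23268841 is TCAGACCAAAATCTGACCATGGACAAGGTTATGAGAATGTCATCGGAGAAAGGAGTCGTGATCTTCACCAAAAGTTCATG. With at most 3 mismatches and an NGG PAM, the genome holds 4 other sites. The site in *CEPD2* (AT2G47880) has 2 mismatches, the sites in *CEPD1* (AT1G06830) and *CEPDL1* (AT2G30540) have 3 mismatches each, and a site between genes on chromosome 3 has 3 mismatches. The mutant plants are in the Nössen background, whose sequence at these sites was not examined.

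**Figure D4:**
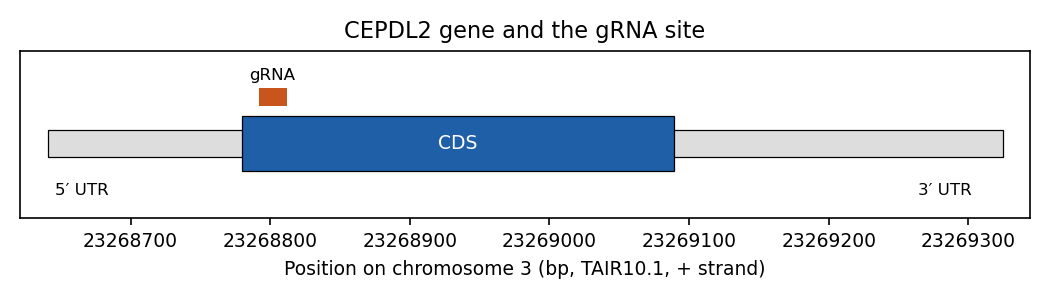
Map of the CEPDL2 gene on chromosome 3 of TAIR10.1 (horizontal axis, position in bp), with untranslated regions in grey, the coding sequence in blue and the gRNA site in orange. The gRNA site lies near the start of the coding sequence, at bases 13 to 32.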

We screened 32 lines and found two with the same 26-bp deletion in the coding region of *CEPDL2*. The CRISPR/Cas9 construct then was removed to ensure genetic stability. The *cepdl2-1* single mutant was obtained by backcrossing the *cepd1-1 cepd2-1 cepdl2-1* triple mutant to WT Nössen. The *Arabidopsis abcg14* mutant was a kind gift from T. Kiba (Nagoya University)^9^. Surface-sterilized seeds were sown in plates on modified Murashige-Skoog (MS) solid medium. Modified MS medium for N-rich conditions (N-replete medium) contains 10 mM NH_4_Cl and 10 mM KNO_3_ as the N and K sources, respectively, and half-strength concentrations of the other elements and 0.5% sucrose, and was adjusted to pH 5.7 with KOH. For 10 mM NO_3_^–^ medium, 10 mM KNO_3_ was added solely as the N and K sources. For 3 mM NO_3_^–^ medium, 3 mM KNO_3_ and 7 mM KCl were added. For 1 mM NO_3_^–^ medium, 1 mM KNO_3_ and 9 mM KCl were added. For N-depleted medium, 10 mM KCl was added solely as the K source. All the plants were grown on vertically-oriented agar plates. For vertical culture, 12 seeds were sown on medium solidified using 1.5% agar in 13 × 10 cm plastic plates. Plants were grown at 22 °C with continuous light at an intensity of 80 µmol·m^–2^·s^–1^. At least three independent biological replicates were performed for each experiment.

### N-starvation assay

N-starvation treatment of the plants was conducted by transferring the 14-day-old seedlings, grown vertically on N-replete agar medium (10 mM NH_4_^+^, 10 mM NO_3_^–^) or 10 mM NO_3_^–^ agar medium, to N-depleted agar medium. For the N-starvation treatment of the detached shoots, shoots of 12-day-old seedlings grown on N-replete agar medium were cut below the cotyledons and transferred to N-depleted liquid medium or N-replete liquid medium as control.

### Overexpression analysis

We cloned the *CEPDL1* or *CEPDL2* ORFs into *Xba*I-, *Sac*I-digested pBI121 vector downstream of the CaMV 35 S promoter using the Gibson Assembly system (New England Biolabs). General sequence analysis was performed using GENETYX-MAC software (Genetyx, Tokyo, Japan). Transgenic *Arabidopsis* plants were generated by the standard *Agrobacterium*-mediated transformation using floral dip method. The primer list is shown in Supplementary Data 2.

### RNA-seq analysis

Total RNA (1 µg) was used to prepare RNA-seq libraries, using a TruSeq RNA Sample Prep Kit v2 (illumina) according to the manufacturer’s instructions. Multiplexed libraries were sequenced on an illumina MiniSeq with single-end 75-bp sequencing. RNA-seq data were mapped to the *Arabidopsis* TAIR10 genome release using the bioinformatic pipeline of the illumina Base Space Sequence Hub. Genes with a *q* value < 0.05 and absolute log_2_ fold change > 1 were defined as differentially expressed genes. GO enrichment analysis was performed using the PANTHER database.

### Real-time qPCR

Total RNA was prepared from roots or shoots of the plants grown in the indicated conditions using an RNeasy kit (Qiagen). First-strand cDNA was synthesized from 2 µg of root-derived total RNA using the Superscript IV first strand synthesis system (Invitrogen) according to the manufacturer’s protocol. Primers and probes were designed using Probe Finder software in the Universal Probe Library (UPL) assay design center (Roche Applied Science, Germany). Real-time qPCR was performed using a StepOne System (Applied Biosystems). Constitutively expressed *EF-1α* was used as a reference gene for normalization of the qRT-PCR data. List of the primer and UPL probe is provided in Supplementary Data 2. All statistical analysis was performed by using GraphPad Prism version 8 (GraphPad software).

### Promoter GUS analysis

For β-glucuronidase (GUS) reporter-aided analysis of the promoter activities of *CEPDL1* and *CEPDL2*, we amplified the 2.0-kb upstream sequences of the predicted ATG start codons of each gene by genomic PCR, and cloned the fragments into a promoter-less pBI101 vector upstream of the GUS reporter gene using the In-Fusion cloning system (Clontech). GUS activity was visualized using X-Gluc as substrate using a conventional protocol.

### GFP-CEPDL2 expression

For expression analysis of GFP-CEPDL2, 2.0-kb upstream sequences from the predicted ATG start codon of *CEPDL2*, the GFP-coding region and the *CEPDL2* ORF were ligated in-frame in this order into the *Hin*dIII-, *Bam*HI-digested binary vector pCAMBIA1300-BASTA by four-component ligation using the In-Fusion cloning system. The resulting *GFP-CEPDL2* constructs were introduced into the WT plants or the *cepdl2-1* single and *cepd1-1 cepd2-1 cepdl2-1* triple mutants (for complementation test).

### Imaging and microscopy

For leaf sectioning, leaves were fixed in FAA solution (3.7% formaldehyde, 5% acetic acid, and 50% ethanol), dehydrated through a graded ethanol series, and embedded in Technovit 7100 resin (Heraeus Kulzer, Germany) following the manufacturer’s protocol. Sections were cut at 5-µm thicknesses using a rotary microtome (Leica RM2235), counter-stained with 0.05% Nile red, mounted with Entellan (Merck) and observed under a standard light microscope (Olympus BX60). For root imaging, cell outlines were stained with 50 µg/ml propidium iodide for 2 min and observed under a confocal laser-scanning microscope (Olympus FV300) with helium-neon laser excitation at 543 nm. GFP images were collected with argon laser excitation at 488 nm.

### Grafting experiments

*Arabidopsis* seedlings were grown vertically for 8 days on 10 mM NO_3_^–^ agar medium before grafting at 22 °C with continuous weak light at an intensity of 40 μmol·m^–2^·s^–1^ to allow hypocotyl elongation. Grafting was performed aseptically by cutting the rootstock donor perpendicular to the hypocotyl using a surgical blade, then inserting the rootstock into a short length (≈2 mm) of sterile 0.4-mm-diameter silicon tubing as described previously^25^ with minor modifications. The scion was excised in a similar manner and inserted into the other end of the tubing until the scion touched the rootstock. Grafted plants were grown with continuous light at an intensity of 80 μmol·m^–2^·s^–1^ on 3 mM NO_3_^–^ agar medium for 10–20 days, until root length reached 9 cm.

### Nitrogen content and root ^15^N influx

Seedlings were sequentially transferred to 0.1 mM CaSO_4_ for 1 min and to basal liquid medium containing 0.2 mM or 10 mM ^15^NO_3_^–^ as N source for 10 min. At the end of the ^15^N labeling, roots were washed for 1 min in 0.1 mM CaSO_4_ and were separated from shoots. The roots were lyophilized *in vacuo* and analyzed for total N and ^15^N contents by elemental analysis–isotope ratio mass spectrometry (Flash EA1112-DELTA V PLUS ConFlo III System, Thermo Fisher Scientific). For analysis of nitrogen content of shoots, lyophilized shoots were subjected directly to elemental analysis.

### Nitrate content

The NO_3_^–^ ion concentration in the tissue was measured by an ion chromatography system (Dionex Aquion, Thermo Fisher Scientific). Shoots or roots were powdered in liquid nitrogen and mixed with 1 ml of water to extract nitrate. After centrifugation, the crude tissue extract was diluted tenfold with water and 25-μl aliquots were analyzed on a Dionex IonPac AS22 column (4 mm i.d. · 250 mm) for 15 min. The mobile phase consisted of an eluent containing 4.5 mM Na_2_CO_3_ and 1.4 mM NaHCO_3_, employed at a flow rate of 1.2 ml/min at 30 °C with a conductivity detector equipped with Dionex AERS 500 suppressor unit.

### Nitrate reductase activity

Nitrate reductase activity was determined as described^26^ with modifications. Briefly, shoots of 17-day-old seedlings were powdered in liquid nitrogen and mixed with extraction buffer at 0.5 mg fresh weight (FW)/µl. After centrifugation, 15 μl of the crude extract was combined with the 85 μl of reaction buffer, and the mixture was incubated at 25 °C for 2 h. To quantify the amount of generated nitrite, 25 μl of the reaction mixture was analyzed by an ion chromatography system (Dionex Aquion, Thermo Fisher Scientific) on the Dionex IonPac AS22 column (4 mm i.d. · 250 mm) for 15 min. The mobile phase consisted of an eluent containing 4.5 mM Na_2_CO_3_ and 1.4 mM NaHCO_3_, employed at a flow rate of 1.2 mL/min at 30 °C.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession number GSE140834 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE140834]. The raw FASTQ files have been deposited in the NCBI Sequence Read Archive under accession number SRP231423 [https://trace.ncbi.nlm.nih.gov/Traces/sra/?study=SRP231423]. The source data underlying Figs. 1–5 and Supplementary Figs. 1–5 are provided as a Source Data file. The *Arabidopsis* lines generated in this study are available from the corresponding author on reasonable request.

## Source data

Source Data

# Supplementary material for: Shoot-to-root mobile CEPD-like 2 integrates shoot nitrogen status to systemically regulate nitrate uptake in Arabidopsis
**Source:** Nat Commun. 2020 Jan 31;11:641. doi: 10.1038/s41467-020-14440-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: List of differentially expressed genes in roots of CEPDL2ox plants identified by RNA-Seq, sorted by Log2-fold change. 

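Supplementary Data 1 gives for each listed gene the log2 of its expression in WT (named Col) and in *CEPDL2ox* roots, their log2 ratio and a q-value. In the limma fit on the deposited FPKM, 195 of the listed upregulated genes were called higher and 74 of the listed downregulated genes were called lower. A further 33 higher genes and 9 lower genes are not in the list. With the p-values adjusted over the listed genes alone, 296 of the listed upregulated and 210 of the listed downregulated genes had an adjusted p under 0.05, against 238 and 89 with adjustment over all genes tested. The first pair of counts shows no stability, because the list was chosen on the same data.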

Genes with a q-value < 0.05 and absolute log2 fold change > 1 were defined as differentially expressed genes.

File Name: Supplementary Data 2

Description: Primer and probe sequences used in this study.

# Supplementary material for: Shoot-to-root mobile CEPD-like 2 integrates shoot nitrogen status to systemically regulate nitrate uptake in Arabidopsis
**Source:** Nat Commun. 2020 Jan 31;11:641. doi: 10.1038/s41467-020-14440-8
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection GraphPad Prism 8

Data analysis GraphPad Prism 8

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO) under accession number GSE140834. The raw FASTQ files have been deposited in the NCBI Sequence Read Archive (SRA) under accession number SRP231423. The source data underlying Figs. 1–5 and Supplementary Figs. 1–5 are provided as a Source Data file. The Arabidopsis lines generated in this study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were determined based on previous studies in the field to enable statistical analyses and ensure reproducibility. |
| Data exclusions | No data were excluded from this study.                                                                                         |
| Replication     | Sample sizes have been increased wherever possible. All attempts for replication were successful.                              |
| Randomization   | Experiments described here were not randomized.                                                                                |
| Blinding        | This was not practical given our design.                                                                                       |

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                |
|-------------------------------------|------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data               |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

How the deposited data were processed for this re-analysis (not part of the article)

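RNA from roots of 10-day-old WT and *CEPDL2ox* plants grown with 10 mM nitrate was sequenced by the authors in 3 replicates each, with single-end 75-bp reads. The authors mapped the reads to TAIR10 with the pipeline of the illumina BaseSpace Sequence Hub. They deposited FPKM per gene, 1 table per library with 33557 genes, and did not pool replicates. The tables carry no error for single values. The tool that quantified expression, its version and any further scaling between libraries are not named in the paper's text. The tables were assigned to WT and *CEPDL2ox* by the sample labels, and all 6 were used.

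Depth per library was examined from low values, since the tables hold no read counts. Among genes with low FPKM, the value of a single read relative to WT replicate 1 was most often 0.942 in WT replicate 2 and 1.00 in WT replicate 3. In *CEPDL2ox* replicates 1, 2 and 3 it was 1.07, 1.07 and 1.15. For transcripts over 600 bases that were above 0 in a single library, FPKM times length less 200 bases piled up at one value per library, which was taken as that of a single read. The offset of 200 bases was chosen for the sharpest such value. This puts the depth between 5882000 and 6274000 reads in WT and between 5138000 and 5521000 reads in *CEPDL2ox* libraries, unless the authors scaled the libraries further. A value of 1 FPKM on a transcript of 1 kb then rests on between 4.11 and 5.02 reads. The raw reads the authors deposited were not used. A single gene, *MT1A*, held between 8.49% and 9.03% of the summed FPKM in WT libraries and between 11.7% and 14.0% in *CEPDL2ox* libraries. Between 11652 and 12029 genes were listed at 0 in each library.

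Expression was compared in R 4.3.3 with limma 3.58.1 (lmFit and eBayes with an intensity trend) on log2(FPKM + 1). The 19597 genes with a mean of at least 1 FPKM over the 6 libraries were tested. A gene was called higher or lower with a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change above 1 or under -1, the thresholds of the paper. The fit was tested on simulated data in which 200 of 19568 genes were changed by a log2 fold change of 2. It called 190 of them (95%) with the right direction and 1 unchanged gene. The changed genes were drawn from those with a mean of at least 5 FPKM. The noise was normal and independent between libraries, without counting error or an outlying library. The simulation therefore does not cover smaller changes, genes near 1 FPKM or a library that stands apart. Single genes were also compared with an exact two-sided permutation test. Tables were handled in Python 3.11.15 with pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6.

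Gene sets were compared with all genes tested by Fisher's exact test, one-sided. The sets came from the annotation of the TAIR10.1 reference and the names in the tables: genes named as nitrate transporters (20, of which 16 were tested), glutaredoxins other than *CEPDL2* (41 tested) and nuclear photosystem, light-harvesting and Rubisco small subunit genes (79, of which 77 were tested). The PANTHER database was not used here. Of the genes in the tables, 32813 matched the reference by their identifier. Gene positions are those of the tables (TAIR10), and the position of the gRNA and of the gene and coding sequence around it are those of TAIR10.1. Sequence shared between transcripts was counted as 75-base windows of one transcript that occur in another with at most 2 mismatches, or without a mismatch where stated. Both strands were searched only where *SWEET* and *NPF* genes were compared with any other gene.

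The rule for naming genes was set before the data were examined. It took every gene the paper names for the RNA-seq, the family members *CEPD1*, *CEPD2* and *CEPDL1*, and the 5 genes with the largest log2 fold change in each direction among those that passed both thresholds without overlap between groups. Other named genes were chosen after their values were seen. The alternatives, also set before the data were examined, were a pseudocount of 0.1, no filter on low values, a filter at a mean of 5 FPKM, and libraries rescaled by the median of ratios. The rest were quantile normalization, no intensity trend, the replicate number as a block, the fold threshold on the ratio of mean FPKM, and leaving out each of the 6 libraries in turn. For the nitrate transporter and glutaredoxin sets, all higher genes were also used in place of the top 150. For nitrate transporters, the background was also limited to genes with an annotated name or description. The filter of the fits with a library left out was taken over all 6 libraries. These fits had first been run with the filter over the 5 libraries left. The filter over all 6 libraries was chosen after those counts had been seen, and both versions are given. Scaling of the libraries to the same summed FPKM was added later. The groups share replicate numbers in the sample labels, and the block takes the pairing from there.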

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

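The marker test below was set after the photosynthesis genes had been seen but before the values of the markers were, and the tests of shared windows were set before their results were seen. The tests that leave out WT replicate 1 or rescale the libraries, and the splits of the libraries, were chosen after the results they concern. Apart from *CEPDL2*, the paper discusses none of the genes in this part.

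Genes of photosynthesis stood out in a single library. Over the 77 tested genes, the median log2 ratio of WT replicate 1 to the mean of the other 5 libraries was 2.28, and 65 of them had their highest FPKM there. The median FPKM of these genes was 73.3 in WT replicate 1, 17.6 and 13.5 in WT replicates 2 and 3, and 12.0, 13.4 and 7.98 in *CEPDL2ox* replicates 1, 2 and 3. A candidate explanation is aerial green tissue in the root sample of WT replicate 1. It was tested on a list of 14 genes of leaf polarity, stomata and trichomes. If all libraries were equally likely, 16.7% would have their highest value in WT replicate 1. That share may be too low here. In WT replicate 1, 251 genes were over 2 times each other library, against between 10 and 28 in each of the others. Genes of 1 lineage are also not independent. The highest value was in WT replicate 1 for 11 of the 14, and 7 of them were listed at 0 in the other 5 libraries. Most of these values were near or under 1 FPKM and rest on few reads. *FAMA*, *EPFL9* and *MYB60* were highest in a *CEPDL2ox* library. The result is consistent with some aerial tissue in that sample. Greener roots alone would not be expected to raise genes of leaf polarity, stomata and trichomes. *CEPDL2* had 3.27 FPKM in WT replicate 1, which goes against an exchange of its label with a *CEPDL2ox* sample. The paper found *CEPDL2* and *CEPDL1* mainly in shoots, yet both were lowest in WT replicate 1 among the WT libraries. *CEPD1* and *CEPD2* had their highest values there. These low values point both ways and do not decide about aerial tissue.

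A smaller difference in these genes remained without WT replicate 1. Their median FPKM in WT replicate 3 (13.5) was close to that in *CEPDL2ox* replicate 2 (13.4). Whether the set as a whole differs beyond the spread between the libraries left was not tested. In the fit without WT replicate 1, 65 of the 77 genes still had a log2 fold change below 0. The median was -0.41, against -1.14 with all libraries. None had an adjusted p under 0.05 there, and 24 had an unadjusted p under 0.05. With the filter over the 5 libraries left, 2 were called lower. Of the 41 photosynthesis genes the paper lists as downregulated, 7 kept a log2 ratio of mean FPKM under -1 without WT replicate 1. All 41 kept it without WT replicate 2 or without WT replicate 3.

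The genes the paper lists as downregulated were also followed without each WT library. Of the 301 with a log2 ratio of mean FPKM under -1, 139 lost it when WT replicate 1 was left out, 33 when WT replicate 2 was left out and 4 when WT replicate 3 was left out. Since many of these genes were known to be highest in WT replicate 1, the loss follows from that, whatever raised them there, and it is no separate test of aerial tissue. For these 139 genes a decrease in *CEPDL2ox* roots cannot be told apart from such an effect of a single library, while the other 162 kept their ratio without it. The fit used here called 0 photosynthesis genes lower, which any split of the libraries equals, so that 4 of the 4 splits that part the same-numbered libraries gave as many. That 0 covers this set alone. Some lower genes outside it, such as *PORB* and *THIC*, were also highest in WT replicate 1, and others, such as *SWEET12*, in WT replicate 2.

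A screen of 652 families of at least 5 tested genes in each direction, by the product names of the annotation, gave 5 with an adjusted p under 0.05, all reported here. Thioredoxin superfamily genes, with 8 of 45 among the higher genes, include *CEPDL2* and other glutaredoxins and overlap the set reported with the paper. Of the nodulin MtN21 transporters, 7 of 39 were among the higher genes (adjusted p = 9.6e-05, Fisher's exact test with Benjamini-Hochberg adjustment), with log2 fold changes between 1.03 and 4.74. Of the FANTASTIC four-like genes, 3 of 6 were higher (adjusted p = 0.0066), and of the CLAVATA3/ESR-RELATED genes 4 of 21, namely *CLE4*, *CLE5*, *CLE6* and *CLE7* (adjusted p = 0.015). Of the O-methyltransferase family genes, 4 of 9 were lower (adjusted p = 2.4e-05), with log2 fold changes between -1.70 and -1.13. Neighbouring copies are not independent genes, and the 4 *CLE* genes lie next to each other.

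Technical explanations were tested for these families. Of the 18 called members of the 4 families, 2 shared a window with another called member, both of them O-methyltransferases (AT1G77520 and AT1G77530), so reads shared among called members do not account for the counts. Without WT replicate 1, 7 nodulin MtN21 genes were called, so that library does not account for this family. With rescaled libraries there were 8, but that rescaling hardly moved the values. With the same summed FPKM there were 6 (Fisher's exact test, one-sided, p = 1.9e-06). The gene no longer called, AT2G39510, has a log2 fold change of 1.03, next to the threshold, so the scale changes the count by 1 but does not account for the family. Across the 6 fits that each left out one library, 4 *CLE* genes were called only without WT replicate 3. There was 1 without WT replicate 1 or without *CEPDL2ox* replicate 2, and there were 2 in each of the other fits. With the filter over the 5 libraries left there were 5 without WT replicate 1, and the other counts were the same. The count for the *CLE* family is therefore not stable. The FANTASTIC four-like count was 3 in every refit. The O-methyltransferase count was 4 without WT replicate 1, 5 with the same summed FPKM and 6 with the replicate number as a block. It was 3 without any one of the other libraries, without a filter on low values and without an intensity trend. Of the 4 splits of the 6 libraries that part all same-numbered libraries, 1, the real one, called as many nodulin MtN21 genes, as did 1 of all 10 splits. So few splits cannot give a share under 0.05, and the families cannot be told apart from a chance split in this way.

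*SWEET11* is annotated as a nodulin MtN3 family protein and *SWEET12* as a bidirectional sugar transporter. They had log2 fold changes of -3.09 and -2.81, with all 3 *CEPDL2ox* values under all 3 WT values. Without WT replicate 1 the log2 fold change of *SWEET11* was -3.02, so that library does not account for it. *SWEET11* and *SWEET12* share 0 windows with each other, and each shares 0 with any other annotated gene, so reads shared between genes do not account for it either. With rescaled libraries the log2 fold change was -3.08, and with the same summed FPKM in all libraries it was -3.16. The former changed the libraries only by factors between 0.987 and 1.01, and the latter can only lower a fold change, so neither could have removed the decrease. A factor of a library moves all genes alike, however, and with each library in units of a single read, which undoes any scaling, the median log2 fold change of the genes tested was -0.17. A difference in scale thus does not account for the decrease. A lower expression of these genes in *CEPDL2ox* roots remains as a hypothesis, found and tested on the same 6 libraries. Whether it follows from *CEPDL2* itself or from the smaller plants was not tested.

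*NPF6.2* (AT2G26690) and *NPF2.3* (AT3G45680), chosen after their values were seen, had log2 fold changes of -1.83 and -1.56 (adjusted p = 0.0023 and 0.0056 from limma), with 3 of 3 *CEPDL2ox* values under the WT values in both. The log2 fold change of *NPF6.2* was -1.86 without WT replicate 1, so that library does not account for it. It was -1.82 with rescaled libraries and -1.92 with the same summed FPKM, which for the reasons given above could not have removed it, and the median of -0.17 without scaling also does not account for it. *NPF6.2* overlaps another gene in the tables. Of its 2344 windows 35 are shared with another annotated gene (AT2G26692), so shared reads concern a small part of it.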

How the results depend on the processing

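The comparison used 8 alternatives that keep all 6 libraries and 6 that each leave out one. The latter were first run with the filter over the 5 libraries left. Their filter over all 6 libraries was chosen after those counts had been seen. Libraries scaled to the same summed FPKM were added after seeing the data. The families, the *SWEET* and *NPF* genes and the genes of nitrate and cytokinin response were also added after seeing the data.

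The count of genes higher in *CEPDL2ox* roots was 228 and lay between 179 (mean of at least 5 FPKM) and 260 (pseudocount 0.1, or the fold threshold on the ratio of mean FPKM) with all libraries. It lay from 154 to 206 across the 6 fits that each left out one replicate, and from 162 to 225 with the filter over the 5 libraries left. The count of lower genes was 83 and lay between 64 (no intensity trend) and 103 (the fold threshold on the ratio of mean FPKM) with all libraries. It lay from 49 to 77 across the 6 fits that each left out one replicate, and from 49 to 87 with the filter over the 5 libraries left, so this count moved by more than 1.5 times. The cause was not tested. Without WT replicate 1, 167 of the 228 higher and 57 of the 83 lower genes were called. Without *CEPDL2ox* replicate 1, these were 136 and 44. The share of higher genes among all called genes was 73.3%, against 75.2% with rescaled libraries and 75.0% with quantile normalization. Scaling to the same summed FPKM (factors between 0.943 and 1.07) moved the median log2 fold change of all genes from -0.03 to -0.11. It gave 190 higher and 125 lower genes, so that the share was 60.3% and the count of lower genes moved by more than 1.5 times. With this scaling, 263 genes of the paper's list were called with the same sign.

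Among the 150 most increased genes there were 5 or 6 nitrate transporters and 5 to 8 glutaredoxins under the alternatives, with a one-sided Fisher's exact p of at most 8.0e-07 and 1.4e-05, respectively. The genes of the paper's list that the fit called with the same sign numbered 269. With all libraries the number lay between 233 (no intensity trend) and 309 (pseudocount 0.1, or the fold threshold on the ratio of mean FPKM). It lay from 175 to 224 across the 6 fits that each left out one replicate, and from 185 to 245 with the filter over the 5 libraries left. Only without *CEPDL2ox* replicate 1 was it more than 1.5 times lower, and the cause was not tested.

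With the replicate number as a block, 220 genes were higher and 98 lower, and 3 photosynthesis genes were among the lower genes where there had been 0 (Fisher's exact test, one-sided, p = 0.0068). With the filter over the 5 libraries left, the version run first, this count was 2 without WT replicate 1 (Fisher's exact test, one-sided, p = 0.040). With the same summed FPKM, added later, it was 1 (Fisher's exact test, one-sided, p = 0.39). It was 0 under all other alternatives. The cause was not tested. The deviations of same-numbered libraries from their group means had correlations across genes of -0.03, 0.02 and 0.00 for replicates 1, 2 and 3. Libraries with other numbers had between -0.03 and 0.03. Across all genes the replicate numbers thus show no pairing, but a pairing that acts on part of the genes is not excluded.

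Of the named genes, the adjusted p of *NRT1.1* passed 0.05 in 6 refits, and its direction did not change. The log2 fold change of *ACT2*, -0.01, was 0.0088 with rescaled libraries and lay between -0.059 and 0.026 with a replicate left out, and was above 0 in 3 of these 6 fits. That of *CEPD1*, -0.38, lay between -0.77 and 0.15 with a replicate left out, since its 4.46 FPKM in WT replicate 1 outweighed the rest. In 304 of 315 refits of the genes named by rule, direction and side of the adjusted p threshold were kept. Of 223 refits of the genes added later, 40 lost the adjusted p threshold (in 7 genes), and none changed direction. Neither count includes the fold threshold. With a replicate left out, the log2 fold change of *LOG5* fell as low as 0.946, and that of *HRS1* moved as far as -0.983.

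Other splits of the libraries gave few calls. Of the 4 splits that part all 3 same-numbered libraries, 1, the real one, had as many higher genes, as many lower genes, as many listed genes, as many nitrate transporters and as many glutaredoxins. The same held for 1 of all 10 splits, the other 6 of which keep some same-numbered libraries together. The other splits had at most 2 genes in one direction. Such a small number of splits cannot give a share under 0.1.

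Depth limits the genes near 1 FPKM. *CEPD2* was listed at 0 in 5 of the 6 libraries and was under the filter, and *CEPDL1* had a log2 fold change of 1.11 with an adjusted p of 0.16 from limma at 0.584 FPKM in WT, so a change of these family members could not be settled.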

Differences from the paper's values

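The paper reports 311 downregulated genes, where 83 were found lower here. None of the alternatives set before the data were examined closed this gap, and the count closest to the paper's was 103, with the fold threshold on the ratio of mean FPKM. With the same summed FPKM in all libraries, an alternative added later, it was 125. The paper's 307 upregulated genes compare with 228 higher genes, within 1.5 times. With the fold threshold on the ratio of mean FPKM or with a pseudocount of 0.1 there were 260. The count was more than 1.5 times under the paper's with the filter at 5 FPKM (179) and without WT replicate 1 (192), WT replicate 2 (173) or *CEPDL2ox* replicates 1, 2 or 3 (154, 160 and 187), and also with the same summed FPKM (190).

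For some of the most changed genes, the log2 ratio in the paper's Supplementary Data 1 differed from the log2 fold change here. It was the paper's 5.42 against 4.74 for AT1G70260, 5.53 against 4.63 for AT2G30670, 4.93 against 3.81 for AT1G60050 and 4.35 against 3.65 for AT5G22390. For *SWEET11* it was the paper's -3.99 against -3.09, and for *SWEET12* the paper's -3.38 against -2.81. With a pseudocount of 0.1, or on the scale of the ratio of mean FPKM, the values of all 6 genes fell within the replicate SD of the paper's. On the latter scale AT1G70260 had 5.40 and *SWEET12* had -3.39. For AT2G30670, the values without WT replicate 1 (5.01) or WT replicate 2 (4.65) also fell within the replicate SD. The other alternatives did not. The SD changes with the libraries used. The 4.68 without *CEPDL2ox* replicate 2 lay nearer the paper's value but fell outside it. Leaving out WT replicate 2 therefore hardly moved the value and did not close this gap. For AT5G26620, the paper's value was -14.13, against -4.08 here and -7.31 with a pseudocount of 0.1. This gene was listed at 0 in the *CEPDL2ox* libraries. With 1 group at 0, each of these values depends on the number that stands in for 0 and none measures a fold change. None of the alternatives reached the paper's value, but for this reason they could not test the gap.

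Among the genes chosen after their values were seen, *CYP735A2* had the paper's 1.64 against 1.27 and *NLP3* the paper's 3.13 against 2.79. Both gaps closed with a pseudocount of 0.1 and on the scale of the ratio of mean FPKM. Without WT replicate 3, *CYP735A2* had 1.35, which fell within the replicate SD. The 1.42 without *CEPDL2ox* replicate 1 lay nearer the paper's value but fell outside it. Leaving out WT replicate 3 therefore did not close this gap. *NLP2* had the paper's 1.40 against 1.22, and no alternative closed that gap.

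The paper's list of downregulated genes holds 41 genes of photosynthesis, of which none was called lower here. With the replicate number as a block, 3 photosynthesis genes were called lower, without WT replicate 1 and with the filter over the 5 libraries left 2 were, and with the same summed FPKM 1 was. The list names AT3G51895 in both directions, which was found on reading the list, and the gene was called higher here. For the listed downregulated genes, 101 were called lower with the same summed FPKM in all libraries. Among the alternatives set before the data were examined, the largest numbers were 88 with a pseudocount of 0.1 and 87 with the fold threshold on the ratio of mean FPKM or with the block, against 74. For the listed upregulated genes, the largest was 222, with the fold threshold on the ratio of mean FPKM, against 195.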

Other observations

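The tests of shared windows and of neighbouring genes were set before their results were seen, although some neighbouring pairs had been noticed in the paper's list. The test of genes listed at 0 was chosen after the result was seen, as were the genes of nitrate and cytokinin response.

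For the rise of the glutaredoxin genes, reads of the *CEPDL2* transgene placed on other glutaredoxin genes were tested as an explanation. Of the 7 increased glutaredoxin genes, 0 had a window within 2 mismatches of the *CEPDL2* transcript, so this explanation was not borne out.

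Higher genes often lay next to each other on the chromosomes. Among 227 higher genes there were 14 pairs of neighbouring tested genes, where 10000 random placements gave a median of 2 and at most 11 (one-sided permutation p = 0.0001, the smallest these placements can give). Similar sequence on the same strand does not account for this, since 2 of the 14 pairs shared windows, *NRT2.1* with *NRT2.2* and AT5G23350 with AT5G23360. Neighbours that overlap on opposite strands were not tested for shared reads. The pairs include *GRXC11* with *CEPDL2*, the overexpressed gene itself. Related genes in tandem that rise together may be part of the pattern, as with 3 pairs of *CLE* genes, but not each pair is of related genes. Whether related pairs account for it was not tested.

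The 4 lower genes that were listed at 0 in all 3 *CEPDL2ox* libraries were AT2G28755, AT3G45180, AT5G26620 and AT5G66816. After correction for the relative value of a single read, the WT values of all 4 stood within 0.2% of ratios of whole numbers of 10 or less, and those of 0 of the other 79 lower genes did. Of the 2 higher genes listed at 0 in all WT libraries, 1 had *CEPDL2ox* values in such ratios. All 4 transcripts were shorter than the median of 1705 bases of the genes tested. The calls of these 4 genes are consistent with few reads on short genes, but such ratios also hold for larger numbers of reads, so the number of reads is not settled, and the model on log2(FPKM + 1) does not include that counting error.

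Genes of nitrate reduction and response and of cytokinin were looked at because the paper deals with nitrate and cytokinin. They are part of a wider search by gene name, which also covered *NPF*, *SWEET*, *SUC*, *GDU* and other transporter genes and was made with their values in view. Of 14 tested genes of nitrate reduction and response (*NIA*, *NIR*, *NLP*, *HRS1* and *HHO* genes), 7 were higher and 1 lower with an adjusted p under 0.05. The largest changes were those of *NLP3* (log2 fold change 2.79, adjusted p = 0.00015 from limma), *NLP2* (1.22, adjusted p = 0.00063), *NIR1* (1.08, adjusted p = 0.0044) and *HRS1* (-1.11, adjusted p = 0.0032), each with no overlap between the 3 values of the groups. Of 30 tested genes of cytokinin synthesis, activation, breakdown, transport and response (*IPT*, *CYP735A*, *LOG*, *CKX*, *ABCG14* and type-A *ARR* genes), 6 were higher and none lower with an adjusted p under 0.05. They were AT2G35990, listed as *LOG2* (log2 fold change 1.83, adjusted p = 0.011 from limma), *CYP735A2* (1.27, adjusted p = 0.0092), *LOG5* (1.00, adjusted p = 0.0029), *ARR7* (0.73, adjusted p = 0.022), *ARR6* (0.67, adjusted p = 0.039) and *ABCG14* (0.62, adjusted p = 0.0056). Over all 19597 genes tested, 728 were higher and 392 lower with an adjusted p under 0.05. With rescaled libraries the numbers were 8 and 1 for nitrate and 6 and 0 for cytokinin, with quantile normalization 6 and 1, and 6 and 0, and without WT replicate 1 they were 4 and 1, and 4 and 0.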
